A study of Mus musculus with 16 samples. Its data were reported in "Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12" (2025).

How the data were processed

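Gene expression was measured by QuantSeq 3' RNA sequencing in a mouse acute myeloid leukemia (AML) cell line driven by the NUP98::KDM5A fusion oncoprotein. In these cells the fusion carried a degron tag, a protein domain that the small molecule dTAG13 links to the cell's ubiquitin machinery, so that dTAG13 triggers degradation of the fusion protein. BSJ-4-116 is a degrader of cyclin-dependent kinase 12 (CDK12), a kinase that phosphorylates RNA polymerase II. The labels gave 16 libraries in 4 groups of 4: the solvent DMSO for 24 h, dTAG13 at 35 nM for 8 h, dTAG13 at 35 nM for 24 h, and BSJ-4-116 at 100 nM for 4 h. Groups and replicate numbers were taken from the labels.

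According to the study's methods and the submitters' processing notes, the authors filtered reads with prinseq-lite, aligned them to the mouse genome (mm10) with STAR 2.7.9a, sorted them with SAMtools 1.4, counted them per gene with featureCounts 2.0.3 and normalized the counts with DESeq2. The deposited table held these normalized counts, each a read count divided by a size factor per library, with no scaling to a fixed total or for gene length. It listed 24458 rows, of which 6016 were 0 in all libraries and 4 were transgenes. Numbers were written with decimal commas and were read as decimal points. Because QuantSeq reads the 3' end of polyadenylated RNA, a value reports on 3' ends and not on full-length transcripts. A gene that uses another polyadenylation site may change its value without a change in transcript number. Whether counting used strand was not given in the sources used here, so antisense genes such as Hoxaas3 cannot be told apart from their partners with certainty. Reads shared between the mouse Nup98 and Kdm5a genes and the fusion transgene may have been split between their rows, so those rows are uncertain.

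Size factors set the typical gene of every library to the same level, so a change in total RNA per cell would not appear in the values. In each library all values were whole multiples of a fixed step. Dividing by this step gave whole reads within 0.001 reads for 100% of values. The recovered totals ran from 4115204 to 8020382 reads per library with a median of 6648192, and were used only to describe depth. The deposited values were recorded as normalized values and not as counts, so the tests were run on a log scale. The count-based tests listed as alternatives were not run, although whole reads could be recovered.

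The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with 1 fit of all 16 libraries, no covariates and an intensity trend in the variance prior, leaving 12 residual degrees of freedom. A fold change is therefore on the log2(value + 1) scale, which understates the change of low genes. Genes with a mean normalized count of at least 5 over all libraries were tested, which left 10928 genes. Transgenes were kept out of the tests. Adjusted p-values are Benjamini-Hochberg values from limma, all tests were two-sided, and genes with an adjusted p under 0.05 are said to have risen or fallen. Each treated group was compared with DMSO, and dTAG13 at 24 h with dTAG13 at 8 h. Values per library were compared by exact permutation tests of 4 against 4 libraries, which cannot give a p below 0.0286. Values are given as mean ± SD of 4 libraries, and log2 fold changes with their standard error (SE).

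The groups, the tests of the main comparisons, their alternatives, the gene lists and the rule for named genes were fixed before the data were examined. Chosen afterwards were an estimated correlation combined with other settings for list calls gained there, counts of shared calls in simulation and with divided DMSO libraries, and the tests that the closing section names as chosen after the result was seen. The 26 lists covered direct targets of the fusion from the study's separate nascent RNA libraries, the essential ones among them, genes that lost H3K27 acetylation in separate libraries, the Hoxa cluster, stem and progenitor genes, granulocyte genes, monocyte and macrophage genes, S phase, G2 and M phase, G1 regulators, double-strand break repair, excision and mismatch repair, p53 targets, RNA polymerase II elongation, immediate early genes, interferon and antigen presentation, ribosome biogenesis, ribosomal proteins, the BCL2 family, and markers of erythroid cells, megakaryocytes, B cells, T cells, mast cells and basophils, dendritic cells and stromal cells. No list was chosen on these libraries, but some members also appear in the study's set of changed genes at 24 h, as stated with the lists they belong to. Lists of at least 3 tested members were tested with camera (limma), which asks whether a list moves relative to the other genes, with a preset correlation between genes of 0.01. The 72 tests were adjusted together and repeated with an estimated correlation.

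The naming rule took the 7 genes with the largest change in each direction among those with a mean of at least 20 and no overlap between treated and DMSO libraries, 26 fixed genes, and up to 4 members per list with the smallest adjusted p. It gave 112 genes at 8 h, 116 at 24 h and 124 after BSJ-4-116. The subset printed here was chosen from these after the values were seen. Zeb2, and members of counts of 5 or fewer that lie outside the rule, were also chosen after their values were seen. Some genes that the rule names are not reported here. Positions are those of RefSeq annotation on GRCm38.p6 (the assembly behind mm10), and 99.9% of tested genes had a span.

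The test was checked on simulated data with 10928 genes, of which 200 were changed. At 1.5-fold, 2-fold and 4-fold it recovered 64.2%, 77.6% and 89.4% of changed genes for the 8 h comparison, 62.7%, 83.6% and 97.0% for 24 h, and 52.2%, 86.6% and 93.9% for BSJ-4-116. Unchanged genes made up 4.94%, 4.14% and 8.28% of calls, so the last simulation exceeded the intended 5%. Only 200 genes were changed there, while the real BSJ-4-116 comparison called 7790, so the rates in that comparison may differ. With no change simulated, the 3 comparisons with DMSO gave 1, 0 and 0 calls.

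Alternatives were a pseudocount of 0.5 or 5, no filter or a mean of at least 20, libraries rescaled to the same total, upper quartile scaling, a fit of only the groups compared, the replicate number as a block, each library left out in turn, and, for the trend with gene length, the longest transcript in place of the span. Other work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.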

Results

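The data comprised 16 libraries of 3' RNA-seq from mouse AML cells whose NUP98::KDM5A fusion can be degraded with dTAG13. Depth ran from 4115204 reads in DMSO replicate 3 to 8020382 reads in dTAG13 8 h replicate 3. Mean reads were higher in each treated group than in DMSO, a difference that did not pass, with exact permutation p = 0.314 for dTAG13 at 8 h, 0.0857 for dTAG13 at 24 h and 0.0857 for BSJ-4-116 against DMSO. The study describes the DMSO and dTAG13 libraries as biological replicates. The sources used here say neither how these were separated nor what kind of replicate the BSJ-4-116 libraries were, so p-values measure the spread between these libraries, which for BSJ-4-116 may be technical. DMSO libraries were taken at 24 h, so the comparisons at 8 h and 4 h also differ from them in exposure time.

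The fusion is degraded as a protein, and its transcript gives no check of the labels. The NUP98-KDM5A transgene stood at 4812 ± 823 normalized counts in DMSO, 5494 ± 436 after 8 h of dTAG13 (exact permutation p = 0.2), 5197 ± 45.8 after 24 h (p = 0.486) and 5888 ± 188 after BSJ-4-116 (p = 0.0857, n = 4 per group). Endogenous mouse Nup98 and Kdm5a did not pass the test at either dTAG13 time (Nup98 log2 fold change 0.04 and 0.21, Kdm5a −0.07 and −0.12). The leading principal component held 66.3% of the variance and set the BSJ-4-116 libraries apart from all others. Component 3 held 3.88% and set BSJ-4-116 replicate 4 (38.6) apart from the other BSJ-4-116 libraries (−18.9 to −7.85).

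After 8 h of dTAG13, homeobox genes of the Hoxa cluster and other fusion targets were downregulated. Hoxa9, a transcription factor that sustains AML self-renewal, fell from 1985 ± 114 to 626 ± 39.8 normalized counts (log2 fold change −1.66, SE 0.0725, adjusted p = 1.35e-15). Nkx2-3, a homeobox gene, fell by 2.28 (SE 0.107, adjusted p = 4.92e-15), and the neighbouring Wnt pathway genes Frat1 and Frat2 also fell (−1.94 and −1.70). Cdk12 fell from 1450 ± 157 to 763 ± 82.2 (−0.93, SE 0.0855, adjusted p = 1.15e-08), and its paralog Cdk13 fell by 0.40 (adjusted p = 0.000978). Bcl11a (−0.80) and Igf2bp3 (−0.48) also fell.

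Hoxa9 lies on chromosome 6 (52223097 to 52227370), next to Hoxa10 (52231197 to 52240854), another gene of the Hoxa cluster. Cdk12 spans chromosome 11 from 98202433 to 98281101, Nkx2-3 chromosome 19 from 43612325 to 43615892, and Meis1 chromosome 11 from 18880428 to 19019651. Their RefSeq identifiers are NM_010456 for Hoxa9, NM_026952 for Cdk12, NM_008699 for Nkx2-3 and NM_010789 for Meis1.

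Of the 43 tested direct targets, 40 fell at 8 h over all genes, and 42 fell when adjusted over the list alone, with a median log2 fold change of −0.93 (camera adjusted p = 7.83e-143). The list came from separate nascent RNA libraries, and 19 of its genes are also in the study's set at 24 h. All 11 tested essential targets fell, also when adjusted over the list alone. Among 79 genes that lost H3K27 acetylation, an active chromatin mark, 44 fell and 1 rose (51 and 2 adjusted over the list alone). Of the essential, acetylation and Hoxa cluster lists 4, 19 and 5 genes are in the study's set. In the Hoxa cluster 7 of 9 genes fell (8 adjusted over the list alone, median −1.66, camera adjusted p = 6.05e-25), among them Hoxa5 (−1.68), Hoxa6 (−2.17), Hoxa7 and Hoxa10 (−1.09). The antisense transcript Hoxaas3 fell by 2.33.

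A pair of cell cycle inhibitors was also lower at 8 h. Cdkn2c (from 294 ± 9.80 to 103 ± 10.9 normalized counts) and Cdkn1b (−1.07) fell. They were the only members called among 16 G1 regulators, of which 1 is in the study's set (3 lower adjusted over the list alone). The list was called (camera adjusted p = 0.0117, but adjusted p = 0.0489 with an estimated correlation). The study names both genes as direct targets, so this call is not independent of that of the direct targets. Cdkn2c and Cdkn1b encode inhibitors of cyclin-dependent kinases, which hold cells in G1. Psmb9 and Tap1, a pair of genes of antigen processing, fell (−1.16 and −0.92), while Irf7, an interferon response factor, rose by 0.96 (SE 0.212, adjusted p = 0.011). The interferon and antigen presentation list as a whole was not called (camera adjusted p = 0.0546), but was called as higher without DMSO replicate 4 (0.000635) or dTAG13 8 h replicate 1 (0.0478) or 2 (0.0138). With an estimated correlation none of these calls held (adjusted p = 0.194 to 0.541, and 0.509 with all libraries). The call of Irf7 was lost without dTAG13 8 h replicate 4 (adjusted p = 0.0848).

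A few monocyte genes were higher at 8 h. Cx3cr1 rose by 0.83, the myeloid transcription factor Irf8 by 0.53 (SE 0.0787, adjusted p = 5.33e-05) and the granule protease Prtn3, a granulocyte gene, by 0.31 (adjusted p = 0.0207). Outside these lists, Sema4a rose by 1.21 and was the only gene called that was higher by over 1 log2, and Lgals3bp (0.70) and the megakaryocyte marker Nfe2 (0.63) rose. Of 28 monocyte and macrophage genes, 3 rose (Cx3cr1, Irf8 and Ly6c2), against 8 higher and 2 lower adjusted over the list alone (median 0.27, camera adjusted p = 4.58e-06). Of 30 granulocyte genes only Prtn3 rose (3 higher and 1 lower adjusted over the list alone, median 0.02, mean −0.03), and this list was not called (camera adjusted p = 0.647). Of 18 stem and progenitor genes, Sox4 (−1.05), Erg (−0.59), Adgrg1 (−0.37) and Hmga2 (−0.29) fell, against 7 lower and 1 higher adjusted over the list alone (camera adjusted p = 0.00142). With the same total in every library only Sox4 and Erg fell, and Ly6a, the stem cell antigen Sca-1, passed as higher (0.66, adjusted p = 0.0384). Ly6a, named after its values were seen, stood at 0.61 otherwise (0.0594), and also passed in a fit of only the groups compared (0.0409) and without DMSO replicate 4 (0.0426). Of the monocyte, granulocyte and stem lists 15, 11 and 9 genes are in the study's set. Ly6c2 (0.34, adjusted p = 0.028) and Erg (adjusted p = 0.0211) stood near the threshold, and their calls depended on single libraries. Ly6c2 lost its call when DMSO replicate 1, 2 or 4 or dTAG13 8 h replicate 2, 3 or 4 was left out (adjusted p 0.0504 to 0.168), and Erg when DMSO replicate 1, 2 or 3 or dTAG13 8 h replicate 1 or 4 was (0.0523 to 0.0809). The same held for Adgrg1 with DMSO replicate 2 or 3 or dTAG13 8 h replicate 1, 2 or 4 (0.0514 to 0.151), Hmga2 with DMSO replicate 3 or dTAG13 8 h replicate 1 or 4 (0.0540 to 0.102), and Prtn3 with DMSO replicate 1 or dTAG13 8 h replicate 3 (0.0644 to 0.128).

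Meis1, a homeobox cofactor of Hoxa9, and the stem cell receptor Kit did not pass the test at 8 h (−0.52, SE 0.182, adjusted p = 0.187 and −0.50, SE 0.142, adjusted p = 0.0743). Without dTAG13 8 h replicate 1 Kit passed (adjusted p = 0.0464). The granulocyte regulator Cebpe stood at 0.59 (adjusted p = 0.163), Mxi1 at −0.21 (0.279) and Egln3 at −0.10 (0.655). Rnf43 stood at −0.63 (adjusted p = 0.0628), and passed without DMSO replicate 3 (0.0467) and in a fit of only the groups compared (0.0467).

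Over all 10928 genes, 49 were upregulated and 137 downregulated at 8 h by limma. Of all tested genes, called or not, 720 (6.59%) had no overlap between the 4 treated and 4 DMSO libraries, where chance gives 2.86%. The number of upregulated genes was the less certain. It was 17 without dTAG13 8 h replicate 4 and 24 without replicate 3, and with every library rescaled to the same total the split became 115 higher and 114 lower (50.2% higher in place of 26.3%), or 74 and 126 with upper quartile scaling (37.0%). With no filter 27 genes were higher, and in a fit of only the groups compared 26.

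**Figure D1:**
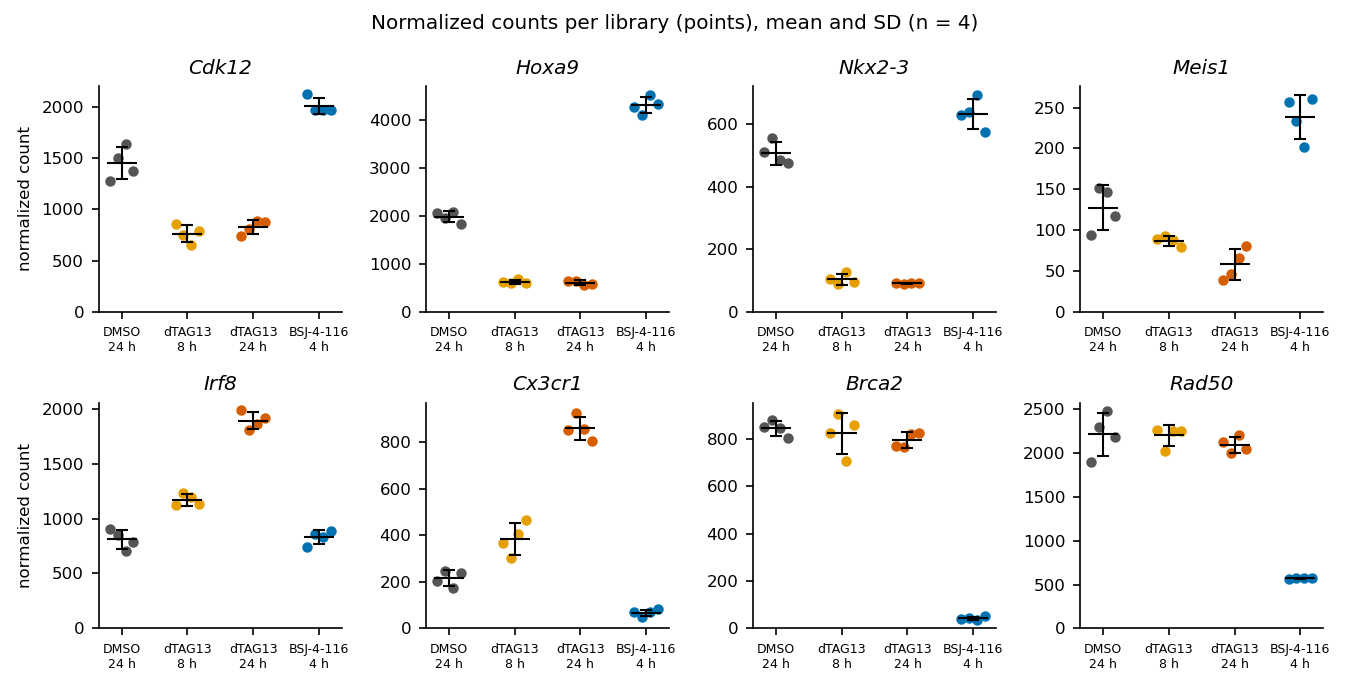
Normalized counts per library (vertical axes, linear from 0) for 8 genes in the 4 groups on the horizontal axes, with points for libraries, horizontal bars for means and vertical bars for the SD (n = 4). Hoxa9 stood at 1985 in DMSO and 626 after 8 h of dTAG13, Irf8 rose at both dTAG13 times, and Brca2 stood at 845 in DMSO and 42.0 after BSJ-4-116.

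After 24 h of dTAG13, the fusion targets remained low and the stem cell program was also downregulated. Nkx6-2, a homeobox gene (−3.38), Ctla2a (−2.61) and Endou (−2.61) fell most among genes with a mean of at least 20, and Nkx2-3 fell by 2.46. Hoxa9 fell by 1.70 (SE 0.0725, adjusted p = 4.29e-16) and Hoxa10 by 1.32. Cdk12 fell to 830 ± 68.3 (−0.80, SE 0.0855, adjusted p = 6e-08), and Cdk13 fell by 0.31 (adjusted p = 0.00379). Meis1 fell by 1.15 (SE 0.182, adjusted p = 4.36e-05), and Kit (−1.02), Bcl11a (−1.12), Rnf43 (−0.85) and Igf2bp3 (−0.47) fell.

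Of 43 direct targets 41 fell at 24 h, also adjusted over the list alone (median −0.93, camera adjusted p = 1e-80), and 40 of them fell at both times. All 11 essential targets fell (11 adjusted over the list alone). Of 79 genes that lost H3K27 acetylation 47 fell and 2 rose (50 and 5 adjusted over the list alone), and 6 of 9 Hoxa genes fell (6 adjusted over the list alone, median −1.32). Of 18 stem and progenitor genes 11 fell (12 adjusted over the list alone), among them Sox4 (from 744 ± 163 to 259 ± 22.4 normalized counts), Erg (−1.26), Adgrg1 (−1.21), Hmga2 (−1.04) and Cd34 (−0.71). Runx1 and Fli1, blood transcription factors on the same list, rose by 0.38 and 0.36. The list had a median of −0.90 (camera adjusted p = 7.73e-14), and 9 of its genes are in the study's set.

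Myeloid genes were upregulated at 24 h. Among the largest rises of all genes were those of Itga1 (2.84), Mnda (2.19) and Ngp, a neutrophil granule protein (2.15). Of 28 monocyte and macrophage genes 22 rose (25 adjusted over the list alone, median 1.13, camera adjusted p = 1.25e-36), among them Cybb (2.09), Cx3cr1 (2.00), Clec7a (1.89), Gpnmb (1.36), Irf8 (1.22, SE 0.0787, adjusted p = 3.16e-12) and Ly6c2 (0.68). Of 30 granulocyte genes 17 rose (18 higher and 1 lower adjusted over the list alone, median 0.59, camera adjusted p = 1.22e-15), among them Camp (1.62, SE 0.38, adjusted p = 0.00445), Hp (1.51), Prtn3 (1.12), Mpo (1.02) and Cebpe (1.02, adjusted p = 0.000744). Itgam, which encodes the surface marker CD11b, stood at 0.19 (adjusted p = 0.228). Of the monocyte list 15 genes, and of the granulocyte list 11, are in the study's set.

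Immediate early genes also moved at 24 h. Of 21 immediate early genes, which respond fast to signals, 8 rose and 2 fell (10 and 3 adjusted over the list alone). The list was called (camera adjusted p = 0.000229, but adjusted p = 0.0320 with an estimated correlation). Fosl2 (1.23), Jun (0.76) and Klf6 (0.63) rose, Dusp2 (−0.77) and Jund (−0.47) fell, and Egr1 stood at 0.05 after a fall by 1.00 at 8 h. Among interferon and antigen presentation genes Rtp4 (−1.20), Tap1 (−1.13), Psmb9 (−1.03) and Ddx58 (−0.72) fell, with no call for the list (camera adjusted p = 0.0579). The list was called as lower without DMSO replicate 1 (0.0032) or 3 (0.0481) or dTAG13 24 h replicate 2 (0.00594) or 3 (0.0399), but with an estimated correlation not in any of these (adjusted p = 0.329 to 0.505, and 0.509 with all libraries). Of the immediate early and the interferon list 3 genes each are in the study's set. Among 16 G1 regulators, a list not called at 24 h, Cdkn2c (−1.35) and Cdkn1b (−0.79) fell, and another inhibitor, Cdkn2d (0.39, adjusted p = 0.0443), and the cyclin gene Ccnd2 (0.24, adjusted p = 0.0188) rose (2 higher and 3 lower adjusted over the list alone). The call of Cdkn2d was lost when any 1 library of these groups other than DMSO replicate 1 was left out (adjusted p 0.0550 to 0.181), and that of Ccnd2 without DMSO replicate 1 or dTAG13 24 h replicate 1 or 3 (0.0575 to 0.0710). Myc stood at −0.04 (adjusted p = 0.925).

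Lymphoid markers also moved at 24 h. Of 5 tested B cell markers Rag2 (−1.97), Vpreb1 (−1.33) and Ebf1 (−1.25) fell (4 lower adjusted over the list alone, camera adjusted p = 0.00072), and of 7 T cell markers Icos (−1.79) and Lat (−1.30) fell and Il7r (0.48) rose (4 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.0209). The T cell call was lost, at adjusted p = 0.0552 with an estimated correlation, and with a filter at a mean of 20 both calls were lost (T cell 0.625, B cell 0.0513). Vpreb1 lost its call when DMSO replicate 1 or 2 or dTAG13 24 h replicate 3 or 4 was left out (adjusted p 0.0549 to 0.149), and Il7r when DMSO replicate 1 or 2 or dTAG13 24 h replicate 2 was (0.0603 to 0.0742). These markers were low, with B cell markers summing to 319 normalized counts in DMSO and 197 at 24 h, and T cell markers to 295 and 285. Of these lists 3 and 2 genes are in the study's set. Markers of other blood cells moved both ways beside the myeloid genes, with no list called. Of 5 megakaryocyte markers Itgb3 (1.03) and Nfe2 (0.59) rose (2 higher and 1 lower adjusted over the list alone), of 4 mast cell and basophil markers Mitf (0.81) and Mcpt8 (0.64) rose and Hdc (−0.48) fell (2 and 2), and of 7 dendritic cell markers Ccr7 (−1.37) and Itgax (−0.92) fell (3 and 2), with 1, 0 and 2 genes of these lists in the study's set. Mcpt8 lost its call without DMSO replicate 1 (adjusted p = 0.0579), and Hdc when DMSO replicate 1 or 2 or any 1 dTAG13 24 h library was left out (0.0599 to 0.175).

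At 24 h 531 genes were upregulated and 500 downregulated, and beyond 1 log2 the counts were 106 and 139. Of all tested genes 1636 (15.0%) had no overlap between libraries, where chance gives 2.86%. Set directly against 8 h, 255 genes were higher and 179 lower at 24 h, or 436 and 333 in a fit of only these groups. Ngp (2.57), Camp (1.66) and Irf8 (0.69) rose between the times, and Meis1 (−0.64, adjusted p = 0.0439), Kit (−0.53) and Hmga2 (−0.75) fell. The number lower was 115 without dTAG13 24 h replicate 4. Zeb2 was the only gene called in opposite directions against DMSO, with −0.36 at 8 h (adjusted p = 0.0211) and 0.46 at 24 h (adjusted p = 0.000533), and the call at 8 h was lost without DMSO replicate 2 or dTAG13 8 h replicates 3 or 4 (adjusted p 0.0651 to 0.135).

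Genes that fell at 8 h largely fell at 24 h. Both times shared 115 downregulated and 39 upregulated genes, against 6.27 and 2.38 for independent lists, which leave out the shared DMSO libraries. Unchanged groups simulated against shared DMSO libraries had 0 and 0.01 in common on average. With 2 DMSO libraries for each comparison, a mean of 77.5 and 14.8 genes was shared over 6 divisions, against 3.31 and 1.68 for independent lists. Across genes, which are not independent replicates, log2 fold changes at the 2 times had a Pearson correlation of 0.584. Unchanged groups set against the same DMSO libraries gave 0.497 in simulation, and with DMSO libraries divided between the comparisons the value was 0.240. The covariance was 0.0623, against 0.0274 simulated, a difference of 0.0349.

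**Figure D2:**
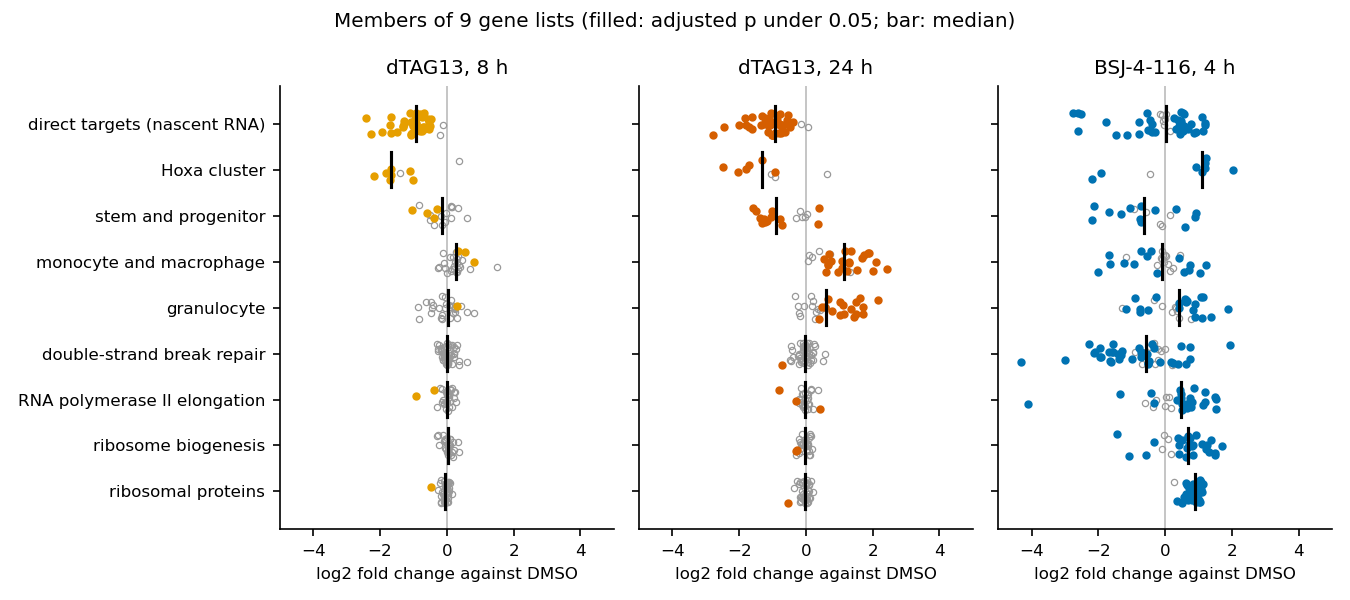
Log2 fold change against DMSO (horizontal axes) of the tested members of 9 gene lists (vertical axis) for dTAG13 at 8 h, dTAG13 at 24 h and BSJ-4-116 at 4 h, with a point per gene, filled where the adjusted p was under 0.05, and a bar at the list median. Direct targets had a median of −0.93 at both dTAG13 times, and monocyte and macrophage genes a median of 1.13 at 24 h.

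Since Cdk12 fell after dTAG13, it was asked whether double-strand break repair genes fell too. The study reported DNA repair genes as lower over days of fusion repression in a separate, doxycycline-controlled model. The libraries here, at 8 h and 24 h in another model, do not test that later effect. Brca2, Rad50 and Mdc1, which act in the repair of DNA double-strand breaks, stood at −0.04, −0.00 and −0.08 at 8 h (adjusted p = 0.928, 0.997 and 0.908) and at −0.09, −0.07 and −0.21 at 24 h (0.708, 0.641 and 0.493). Of 50 double-strand break repair genes limma called 0 at 8 h (3 higher and 0 lower at an unadjusted p under 0.05, and 0 adjusted over the list alone). At 24 h only Xrcc2 was called (−0.71, SE 0.212, adjusted p = 0.0298, 0 adjusted over the list alone, and 1 gene higher and 5 lower at an unadjusted p under 0.05), after −0.26 at 8 h (0.708), and this call was lost when DMSO replicate 1 or 2 or dTAG13 24 h replicate 1, 2 or 4 was left out (adjusted p 0.0514 to 0.125). The list was not called (camera adjusted p = 0.599 at 8 h and 0.554 at 24 h). Of 33 genes of excision and mismatch repair, of which 1 is in the study's set, Xpc fell at 8 h (−0.39, adjusted p = 0.0161, 1 higher and 1 lower adjusted over the list alone) and at 24 h (−1.101, adjusted p = 3.15e-10). Msh6 also fell at 24 h (−0.47) and Nthl1 rose (0.86, adjusted p = 0.04995), against 0 higher and 2 lower adjusted over the list alone. Xpc lost its call at 8 h without DMSO replicate 1 or dTAG13 8 h replicate 1 or 3 (adjusted p 0.0588 to 0.0981), and Nthl1 when any 1 library of the groups compared other than DMSO replicate 4 was left out (0.0711 to 0.184).

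BSJ-4-116 strongly lowered many double-strand break repair genes within 4 h. Brca2 fell from 845 ± 31 to 42.0 ± 6.85 normalized counts (log2 fold change −4.31, SE 0.101, adjusted p = 3.21e-23). Mdc1 (−2.99), Rad50 (−1.95), the checkpoint kinase gene Atr (−1.65), Fancd2 (−1.60) and Brca1 (−1.31) also fell. Of the 50 genes 30 fell and 8 rose (30 and 8 adjusted over the list alone, median −0.58), with Uimc1 highest at 1.94 and Atm at −0.13 (adjusted p = 0.188). Brca2 spans chromosome 5 from 150522297 to 150570147 (NM_009765), and Rad50 chromosome 11 from 53649519 to 53707319 (NM_009012). The list was called by camera (adjusted p = 0.00154), but not with the correlation between genes estimated from the data (adjusted p = 0.0533 with an estimated correlation). Rescaled to the same total, 40 fell and 3 rose. Atm then passed the test (−0.56, adjusted p = 1.48e-06), as it did without BSJ-4-116 replicate 4 (0.0101). Many of the 33 excision and mismatch repair genes fell too, a list that camera did not call (adjusted p = 0.216). Of these 18 fell and 9 rose (median −0.49, 22 lower and 4 higher with the same total). Whether the lists differ was not tested.

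**Figure D3:**
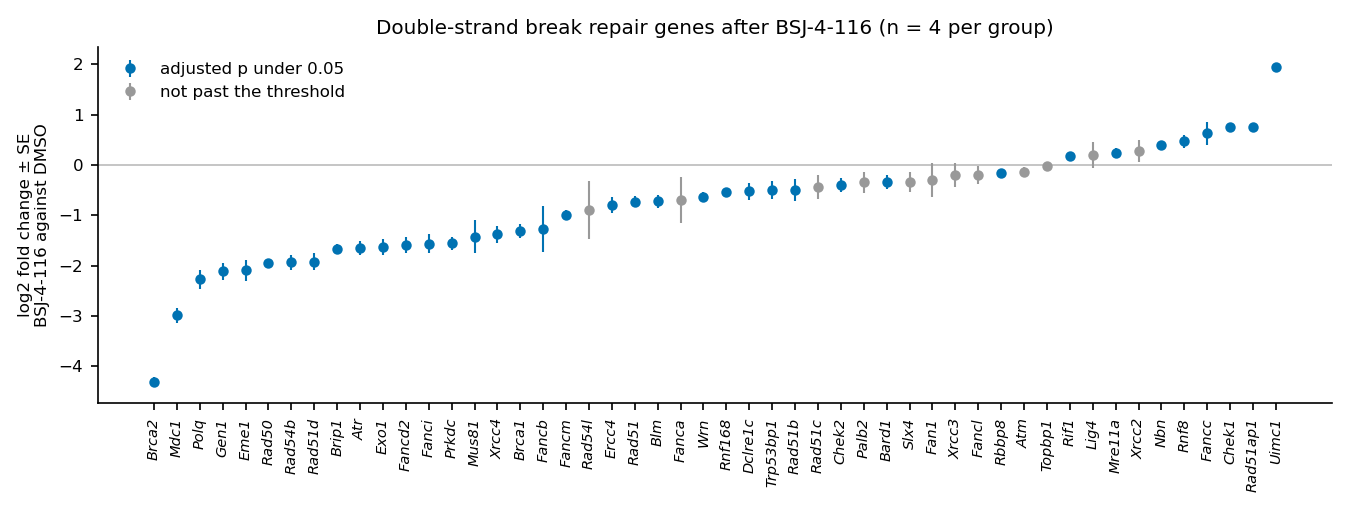
Log2 fold change after BSJ-4-116 against DMSO (vertical axis) for 50 double-strand break repair genes in order of change (horizontal axis), with points for estimates, bars for the SE (n = 4 per group) and color for an adjusted p under 0.05. Brca2 stands lowest at −4.31 and Uimc1 highest at 1.94, with 30 genes lower and 8 higher (40 and 3 with libraries rescaled to the same total).

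The response to BSJ-4-116 reached most of the transcriptome. The largest falls were those of Srl (−4.89), Arhgef18 (−4.51), Brca2 and Pomgnt2 (−4.24), and the largest rises those of the small RNA rows Gm24148 (5.85), Snord11 (5.16), Snord96a (4.75) and Mir3068 (4.39), among genes with a mean of at least 20. Lmtk2 rose by 3.87 and Nup98 by 2.45, while Kdm5a fell by 0.73. Of 67 small nucleolar RNA rows 64 rose, with a median of 2.36 (57 rose with libraries rescaled to the same total, median 1.95). Limma called 3711 genes higher and 4079 lower, or 71.3% of those tested, and of all tested genes 6608 (60.5%) had no overlap between libraries, where chance gives 2.86%.

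Normalized totals and ribosomal protein transcripts were higher in the BSJ-4-116 libraries. The total was 7.85e+06 against 5.81e+06 in DMSO, ribosomal protein genes held 17.7% against 13.4%, and the top 10 genes 16.5% against 14.6% (exact permutation p = 0.0286 for each, the smallest possible, n = 4 per group). Rescaling to the same total moved the median gene by −0.43 log2 and gave 1868 genes higher and 5873 lower (24.1% higher in place of 47.6%), so directions after BSJ-4-116 are relative to the size factors. Cdk12 itself rose by 0.48 (SE 0.0855, adjusted p = 1.59e-05), but stood at 0.04 with the same total (adjusted p = 0.709).

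Transcription and translation genes moved in both directions after BSJ-4-116. Of 42 ribosomal protein genes 41 rose, also adjusted over the list alone (36 with the same total). Among them were Rplp0 (1.08), Rpl18 (1.05) and Rps15 (1.00). The list had a median of 0.91 (camera adjusted p = 9.42e-14, but adjusted p = 0.0362 with an estimated correlation). Of 30 ribosome biogenesis genes 22 rose and 4 fell (22 and 4 adjusted over the list alone, 17 and 8 with the same total). This list had a median of 0.70 (camera adjusted p = 1.48e-05, but adjusted p = 0.0421 with an estimated correlation). Gnl3 (1.71) and Ddx21 rose, and Utp20 (−1.43), Polr1a (−1.07), Bysl (−0.56) and Nop16 (−0.35) fell. Of 30 genes of RNA polymerase II elongation 19 rose and 4 fell (19 and 4 adjusted over the list alone, camera adjusted p = 0.00238, but adjusted p = 0.0555 with an estimated correlation). Hexim1 (1.53) and Leo1 (1.49) rose, and Ell2 (−4.11), Nelfe (−1.35), Cdk13 (−0.43) and Aff4 (−0.33) fell, with 13 higher and 8 lower at the same total.

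Fusion targets split after BSJ-4-116. Of 43 direct targets 20 rose and 16 fell, also adjusted over the list alone (median 0.04, mean −0.15, camera adjusted p = 0.715), and with the same total 7 rose and 23 fell. Frat1 (−2.62) and Bcl11a (−2.51) fell, whereas Hoxa9 (1.12), Hoxa5, Hoxa7, Hoxa10 (0.92) and Meis1 (0.92) rose. In the Hoxa cluster 6 genes rose and 2 fell (6 and 2 adjusted over the list alone, 5 and 2 with the same total, camera adjusted p = 0.0941, but 0.0127 with the same total and 0.0067 with a filter at a mean of 20, both as higher, and 0.107 and 0.0804 with an estimated correlation), with Hoxa2 at −1.93 among those lower. Nkx2-3 rose by 0.32 (adjusted p = 0.00942), a direction that flipped to −0.12 with the same total (0.363). Of 79 genes with lost acetylation 38 fell and 27 rose, also adjusted over the list alone (camera adjusted p = 0.216), and with the same total 53 fell and 7 rose (0.0167, or adjusted p = 0.353 with an estimated correlation). Essential targets gave 6 higher and 4 lower (6 and 4 adjusted over the list alone, 3 and 5 with the same total), with a median of 0.32 and a mean of −0.06 (camera adjusted p = 0.647).

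Myeloid and stem cell genes took no single direction after BSJ-4-116. Camp rose by 1.87, Csf1r, the receptor for macrophage growth factor, fell by 2.02, and Irf8 stood at 0.03 (adjusted p = 0.732), or −0.40 with the same total (1.72e-05). Runx1 (−2.13) and Hmga2 (−1.69) fell. Monocyte and macrophage genes gave 6 higher and 9 lower, granulocyte genes 15 and 6, and stem and progenitor genes 4 and 9, the same counts as adjusted over the list alone, with camera adjusted p = 0.558, 0.11 and 0.0649. With the same total these became 2 and 17, 6 and 7, and 1 and 13, and the granulocyte list was called as higher than other genes (0.0281) and the stem and progenitor list as lower (0.0463), calls not kept with an estimated correlation (adjusted p = 0.223 and 0.20005). Cdkn1b rose by 0.54, or 0.10 with the same total (adjusted p = 0.25), and Myc stood at 0.22 (0.253).

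Longer genes had lower log2 fold changes after BSJ-4-116. Genes spanning under 10 kb had a median log2 fold change of 0.22, with 1197 of 2889 higher and 743 lower, and genes over 100 kb a median of −0.51, with 199 of 1194 higher and 656 lower. The Spearman correlation across genes between change and span, where genes are not independent replicates, had a mean of −0.212 in the 4 BSJ-4-116 libraries (−0.227 to −0.204) and −0.00680 in DMSO libraries (−0.110 to 0.0822). The difference had an exact two-sided permutation p of 0.0286, the smallest possible, and 0.0857 after Benjamini-Hochberg adjustment over 3 groups. With 4 libraries a group this p could not be smaller. The adjusted value could be lower only if other groups had smaller p-values, so it says nothing against the difference. For dTAG13 the exact p was 0.571 at 8 h and 0.686 at 24 h.

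**Figure D4:**
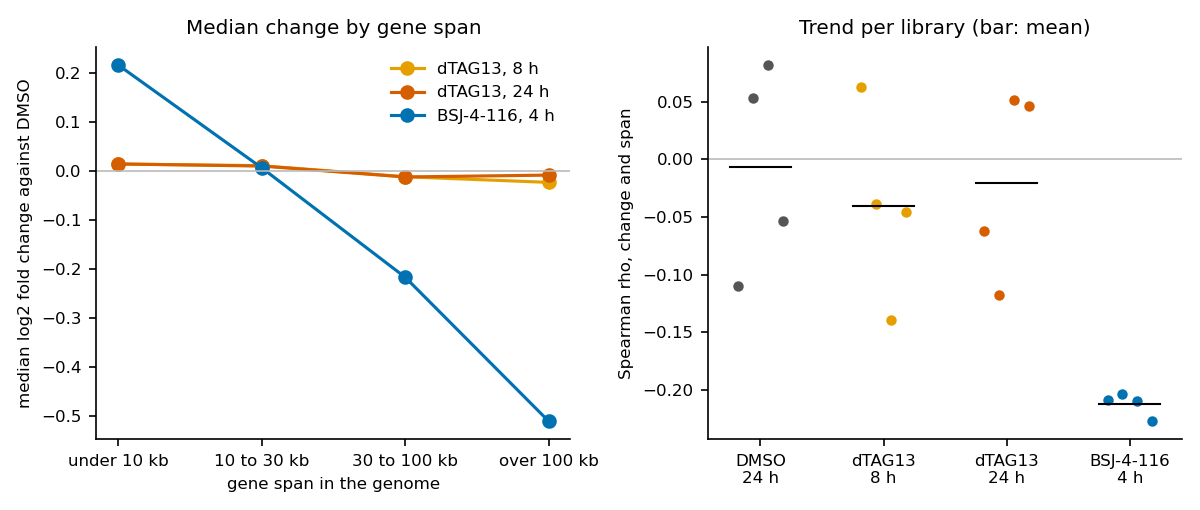
Left, median log2 fold change against DMSO (vertical axis) by genomic span of the gene (horizontal axis, 4 classes) for the 3 treated groups, and right, the Spearman correlation of change and span in each library (points) with group means (bars). The medians after BSJ-4-116 run from 0.22 under 10 kb to −0.51 over 100 kb, and its 4 libraries lie between −0.227 and −0.204.

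The responses to dTAG13 and BSJ-4-116 were set side by side gene by gene. Genes lower at 24 h and after BSJ-4-116 numbered 222 against 187 for independent lists, genes higher in both 203 against 180, and genes moving apart 356 against 368. Independent lists leave out the shared DMSO libraries, which can raise the first counts. With DMSO libraries divided between the comparisons, means over 6 divisions were 151 lower in both against 124 for independent lists (above it in 6 of 6), 131 higher against 122 (in 5 of 6) and 241 moving apart against 247 (in 2 of 6). At 8 h, 61 genes were lower in both against 51.1, 14 higher against 16.6 and 76 moving apart against 64.8. Divided, these became 41.5 against 34.4 (in 6 of 6), 16.2 against 14.7 (in 2 of 6) and 54.7 against 47.4 (in 6 of 6). Correlations across genes were 0.134 for 24 h and 0.106 for 8 h, and 0.0583 and 0.00613 with divided DMSO libraries. The 0.497 simulated for unchanged groups with shared DMSO libraries cannot be set against these, since BSJ-4-116 changed most genes and a larger spread lowers a correlation. The covariances were 0.0565 and 0.0316, against 0.0274 simulated, which leaves differences of 0.0291 and 0.00423.

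The other lists were not called in any comparison with DMSO in the fit of all libraries. At 8 h, 24 h and after BSJ-4-116, camera adjusted p-values were 0.0787, 0.865 and 0.72 for S phase, 0.253, 0.3 and 0.539 for G2 and M phase, 0.539, 0.314 and 0.216 for excision and mismatch repair, 0.236, 0.782 and 0.262 for p53 targets, and 0.236, 0.094 and 0.933 for the BCL2 family. S phase at 8 h was called as higher with the same total (0.0280), with no filter (0.0471), and without DMSO replicate 3 (0.0484) or dTAG13 8 h replicate 3 (0.0267), and the BCL2 family at 24 h as higher with no filter (0.0373). Markers of megakaryocytes (0.782, 0.539 and 0.441), mast cells and basophils (0.152, 0.782 and 0.782) and dendritic cells (0.72, 0.784 and 0.782) were not called either. Of erythroid and stromal markers 1 and 0 genes were tested, with sums in DMSO of 12.8 and 6.39 normalized counts. Of the lists called in some comparison, G1 regulators were not called at 24 h (0.0787, or 0.0384 as lower with no filter) or after BSJ-4-116 (0.782), and lymphoid markers not after BSJ-4-116 (B cell 0.155, T cell 0.317) or at 8 h (0.252 and 0.208). Ribosomal proteins were not called at 8 h (0.16) or 24 h (0.314), but were called as lower at 8 h without DMSO replicate 3 (0.000252) or dTAG13 8 h replicate 2 (0.0298) or 3 (0.0379), and at 24 h without DMSO replicate 3 (0.0124). With an estimated correlation these ribosomal protein calls were lost (adjusted p = 0.302 to 0.516 at 8 h and 0.434 at 24 h). S phase then held without dTAG13 8 h replicate 3 alone (0.0454, others 0.0541 to 0.0702), and the BCL2 family and G1 regulators did not pass (0.0666 and 0.0840).

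For uncalled tests the median, the mean and the direction of the test differed in sign for granulocyte, elongation and megakaryocyte lists at 8 h, for S phase, p53 targets, megakaryocyte and dendritic cell markers at 24 h, and for direct and essential targets, G1 regulators, immediate early genes, the BCL2 family and mast cell markers after BSJ-4-116.

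In all, 21 of 72 list tests were called, and 18 with an estimated correlation. The real division of the libraries called 7 lists at 8 h, 10 at 24 h and 4 after BSJ-4-116. Some of these lists share members, with Hoxa9 in the direct, essential, acetylation and Hoxa lists, so their calls are not independent. Divisions that exchanged 2 libraries each way called at most 4, 2 and 2, while those that exchanged 1, and so kept most treated libraries together, called up to 7, 11 and 6.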

Values the study reported

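The study reported 153 downregulated and 96 upregulated genes after 24 h of fusion degradation. From nascent RNA it named 45 direct targets, all with reduced transcription, and found every one of them lower in RNA-seq at 8 h, at 24 h or at both. It counted 161 regions that lost H3K27 acetylation and 37 that lost H3K4me3, linked 38 genes with acetylation loss to lower expression, and listed 12 direct targets as essential. In words, it described Hoxa genes, Nkx2-3 and Bcl11a as reduced by 8 h and Meis1 as reduced at 24 h. It described myeloid genes such as Camp, Irf8 and Cebpe as raised, and Brca2, Rad50 and Mdc1 as lowered by CDK12 degradation. It also reported DNA repair genes as lower over days of fusion repression in a separate doxycycline-controlled model. After dTAG13 it reported more foci of a DNA damage marker, and growth partly restored by added wild-type CDK12.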

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

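The comparisons in this part were planned, and the genes they cover were named after their values were seen. For 18 of 297 groups examined (6.06%), 1 library lay far from the other 3 of its group, where chance gives about 5%. The gap as a share of the group's range was 0.962 for Frat2 and 0.888 for Sema4a at 8 h, 0.831 for Egln3, 0.862 for Ly6a and 0.944 for Rad50 at 8 h, 0.871 for Igf2bp3 and 0.835 for Xpc at 24 h, 0.962 for Egr1 and 0.831 for Nkx6-2 in DMSO, 0.908 for Lmtk2, 0.849 for Rpl18, 0.940 for Hoxa2, 0.898 for Itgb3 and 0.961 for Mcpt8 in DMSO, and 0.915 for Atm, 0.979 for Cdk12, 0.885 for Hoxa10 and 1 for Srl after BSJ-4-116. Srl was at 0 in 3 of those libraries and at 5.38 in replicate 2. Sema4a stood at 127 in dTAG13 8 h replicate 3 and between 185 and 193 in the others, and Lmtk2 at 29.1 in DMSO replicate 3 against 7.12 to 9.15.

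Of 85 named genes tested, 41 had a log2 fold change at 24 h that differed from that at 8 h in the direct test of the difference by limma. Genes that went lower between the times were Ctla2a (−2.30), Nkx6-2 (−2.26), Ly6a (−1.93), Rtp4 (−1.66), Endou (−1.55), Icos (−1.11), Ccr7 (−1.01), Irf7 (−0.96), Ddx58 (−0.88), Adgrg1 (−0.84), Ebf1 (−0.78), Lgals3bp (−0.78), Itgax (−0.75), Hmga2 (−0.75), Xpc (−0.71), Cd34 (−0.67), Erg (−0.67), Meis1 (−0.64), Kit (−0.53), Sox4 (−0.45), Dusp2 (−0.44) and Bcl11a (−0.32). Genes that went higher were Ngp (2.57), Itga1 (2.44), Clec7a (1.89), Camp (1.66), Cybb (1.65), Cx3cr1 (1.18), Hp (1.101), Gpnmb (1.07), Jun (1.06), Egr1 (1.05), Itgb3 (1.04), Zeb2 (0.82), Prtn3 (0.82), Mpo (0.78), Klf6 (0.74), Irf8 (0.69), Fosl2 (0.62), Ly6c2 (0.33) and Cdkn1b (0.28). Irf7 and Lgals3bp stood at −0.00 and −0.08 at 24 h after a rise at 8 h.

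Transgene rows outside the gene tests differed after BSJ-4-116. The luciferase row stood at 584 ± 73.0 normalized counts, against 294 ± 72.8 in DMSO, and the eGFP row at 20.0 ± 3.13 against 4.49 ± 3.27 (exact permutation p = 0.0286 for each, n = 4 per group). The iRFP row was listed at 0 in all libraries.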

How the results depend on the processing

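All alternatives were planned except the estimated correlation combined with other settings, chosen after seeing the data. However, upper quartile scaling, meant for values without recoverable reads, replaced TMM although reads could be recovered, and tests of those reads with DESeq2 and edgeR were not run. Of 171 named gene results, 147 kept direction and side of the threshold in every alternative that gave them a value (7 had none with a filter of 20). At 8 h 49 upregulated genes became 27 with no filter, 115 with the same total, 74 with upper quartile scaling and 26 in a fit of only the groups compared. The same total gave 1868 upregulated genes after BSJ-4-116 and turned Nkx2-3 (−0.12) and Irf8 (−0.40), because their values (0.32, called, and 0.03, not called) were smaller than the shift of all genes (−0.43). Fitted alone, 24 h against 8 h gave 436 higher and 333 lower. Correlations with divided DMSO libraries were 0.240 (8 h and 24 h), 0.00613 (8 h and BSJ-4-116) and 0.0583 (24 h and BSJ-4-116). Except where construction shows it, the cause was not tested.

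Leaving out 1 library gave 17 to 61 genes higher at 8 h (17 and 24 without dTAG13 8 h replicates 4 and 3) and 102 to 127 lower, 392 to 514 higher and 391 to 501 lower at 24 h, 3552 to 3641 and 3926 to 4042 after BSJ-4-116, and 180 to 218 and 115 to 144 for 24 h against 8 h (115 without dTAG13 24 h replicate 4). Direct targets lower stayed at 40 to 41, 41 and 15 to 16, repair genes at 27 to 31, list calls at 21 to 25. Calls were lost for Ly6c2 (without DMSO 1, 2, 4 or 8 h 2, 3, 4), Erg (DMSO 1, 2, 3 or 8 h 1, 4), Adgrg1 (DMSO 2, 3 or 8 h 1, 2, 4), Hmga2 (DMSO 3 or 8 h 1, 4), Xpc (DMSO 1 or 8 h 1, 3), Prtn3 (DMSO 1 or 8 h 3), Irf7 (8 h 4) and Zeb2 (DMSO 2 or 8 h 3, 4) at 8 h, and for Xrcc2 (DMSO 1, 2 or 24 h 1, 2, 4), Vpreb1 (DMSO 1, 2 or 24 h 3, 4), Il7r (DMSO 1, 2 or 24 h 2), Cdkn2d (DMSO 2, 3, 4 or any 24 h library), Nthl1 (DMSO 1, 2, 3 or any 24 h library), Hdc (DMSO 1, 2 or any 24 h library), Mcpt8 (DMSO 1) and Ccnd2 (DMSO 1 or 24 h 1, 3) at 24 h. Adgrg1, Hmga2, Prtn3, Zeb2 and Ly6c2 also lost theirs in a fit of only the groups compared (adjusted p 0.0797, 0.0917, 0.0885, 0.0857 and 0.0663), as did Xpc at 8 h (0.0508) and Vpreb1, Cdkn2d, Ccnd2 and Nthl1 at 24 h (0.0768, 0.0624, 0.0545 and 0.0610). Ly6c2, Xrcc2, Vpreb1, Cdkn2d, Nthl1 and Hdc lost theirs with no filter (0.0859, 0.0618, 0.0948, 0.0818, 0.128 and 0.0679), Nthl1 with a pseudocount of 0.5 (0.0542), and Adgrg1 and Hmga2 at 8 h and Cdk12 and Cdkn1b after BSJ-4-116 with the same total (0.0807, 0.0639, 0.709 and 0.25). Rnf43 and Ly6a gained a call at 8 h in a fit of only the groups compared (0.0467 and 0.0409), and Rnf43, Ly6a, Kit and, after BSJ-4-116, Atm in the other settings given beside their results.

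Of 28 list calls gained in other settings and tested again, 1 held with the correlation estimated in the same setting (S phase without dTAG13 8 h replicate 3, 0.0454). The 28 do not cover every gain. List calls rose from 21 to 22 without any 1 BSJ-4-116 library or dTAG13 24 h replicate 4, and to 23 without dTAG13 24 h replicate 2. Some calls behind these counts are not among the 28 and were not tested with an estimated correlation. The calls gained with the same total after BSJ-4-116 were acetylation loss (0.0167, down), Hoxa cluster (0.0127, up), stem (0.0463, down) and granulocyte (0.0281, up). Hoxa cluster was also gained with a filter of 20 (0.0067, up). The interferon list was gained at 8 h (up) with a pseudocount of 5 (0.0354), no filter (0.0471) and the replicate number as a block (0.0397), at 24 h (down) with the same total (0.0383), no filter (0.0373) and the block (0.0460), and at both without some single libraries, but in none of these with an estimated correlation (adjusted p = 0.194 to 0.541 at 8 h and 0.329 to 0.554 at 24 h). S phase (8 h, up), ribosomal proteins (8 h and 24 h, down), and G1 regulators (down) and the BCL2 family (up) at 24 h were gained in the settings given beside their results. With the replicate number as a block, 34 genes were higher and 122 lower at 8 h, 467 and 433 at 24 h, and 3679 and 4046 after BSJ-4-116, and Xrcc2, Cdkn2d, Nthl1 and Hdc lost their calls (0.0506, 0.0659, 0.0670 and 0.0654). Same-numbered libraries had a mean correlation of −0.0270, 0 of 16 correlated best with their own number, and the numbers are not taken to pair libraries. At this depth 1.5-fold changes were recovered for 52.2% to 64.2% of simulated genes, so smaller changes can be missed.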

Other observations

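Tests chosen only after the result was seen were those of a few abundant genes, of low counts with a pseudocount, the division of small nucleolar RNA rows by DMSO mean in the comparison with hosts, the comparison of each list's p over divisions of the libraries, the breakdown of divisions by how many libraries were exchanged, the comparison of protein-coding rows with the DMSO range, and, in the test of lower Cdk12, the condition on single libraries and the division of DMSO libraries. Beyond the lists above, of 342 long noncoding RNA genes 9 rose and 19 fell at 24 h of dTAG13 (10 and 15 with the same total), and at 8 h 0 rose and 6 fell by limma (10 higher and 33 lower unadjusted). After BSJ-4-116 78 rose and 128 fell (54 and 171 with the same total). At 24 h 3 of 67 small nucleolar RNA rows fell (10 at an unadjusted p under 0.05) with a median of −0.14, and at 8 h limma called 0 (3 higher and 5 lower unadjusted). After BSJ-4-116 5 of 13 microRNA rows rose and 1 fell (5 and 3 with the same total).

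Dividing the 8 libraries of a comparison in other ways tested whether chance could give as many calls, over 35 divisions. Only the real division, 1 of 35, gave as many genes, with 186 at 8 h (highest other 4), 1031 at 24 h (1), 7790 after BSJ-4-116 (0), 434 for 24 h against 8 h (2) and 245 beyond 1 log2 at 24 h (1). The same held for 40, 41 and 36 direct targets at 8 h, at 24 h and after BSJ-4-116. It also held for 38 double-strand break repair genes (0 in each other division for all of these). A share of 1 of 35 is the smallest possible, and no correction was made over the counts tested. Other divisions also mix treated with DMSO libraries, so a real effect widens their residual spread and lowers their calls. These counts therefore make chance less likely but do not exclude it. For the number of gene lists called this test gives no argument against chance, since 6, 9 and 17 of 35 divisions called as many. The real divisions called 7, 10 and 4 lists, and others up to 7, 11 and 6. All other divisions that called as many exchanged 1 library each way and so kept part of the real contrast, and those that exchanged 2 called at most 4, 2 and 2 lists. For single lists, the real division had the smallest p for 7 of 7 called lists at 8 h, 8 of 10 at 24 h (not immediate early or T cell) and 3 of 4 after BSJ-4-116 (not ribosome biogenesis).

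Normalized totals were 1.35 times as high after BSJ-4-116 as in DMSO. A few abundant genes do not account for this, since without the top 10 genes the ratio was 1.32. A single wrong size factor stays open. The fifth of genes with the highest means lay 0.88 log2 above the fifth with the lowest (medians 0.41 and −0.47), but a factor common to all genes cancels in this difference, which therefore decides nothing. A change in total RNA per cell stays open too, since the data hold no spike-in, as does an effect of CDK12 degradation itself, which was not tested.

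The lower values of longer genes after BSJ-4-116 were also examined. Low counts of long genes are argued against, since genes with a mean of at least 100 gave a mean rho of −0.284 (−0.309 to −0.273, DMSO −0.233 to 0.164). Short noncoding genes alone are argued against by protein-coding rows, with −0.205 (−0.218 to −0.196), below all DMSO libraries (−0.110 to 0.0873), although the bound of −0.2 set beforehand for each library was missed by 1 of them. Transcript length in place of span stays open, since the partial correlation of change and span given transcript length was −0.126, between the bounds set beforehand. That of change and transcript length given span was −0.0726. With the longest transcript in place of span, mean rho after BSJ-4-116 lay −0.173 from that in DMSO (exact permutation p = 0.0286). With span the difference was −0.206. A need for CDK12 in the transcription of long genes is therefore a hypothesis that these values may fit but do not settle.

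Small nucleolar RNA rows rose after BSJ-4-116 by a median of 2.36, and by at least 2.33 with any 1 BSJ-4-116 library left out. Low counts are argued against for the 25 rows with a mean of at least 20 in DMSO, which gave 2.17 with a pseudocount of 5. For the other 42 rows (1.96) low counts cannot be told apart from a rise, since 20 of them passed the filter on the mean of all libraries only through higher values in treated libraries. Most of these RNAs are cut from introns of host genes, and 48 of 50 hosts rose (median 0.87). Rows with a mean of at least 20 in DMSO exceeded their hosts by a median of 1.43 (19 of 21 rows above), which argues against hosts as the whole cause, while for the other 40 (1.77) this stays open, since 20 of them were selected by the rise. Since the libraries were primed on poly(A), a change in polyadenylated or unprocessed precursors stays open and was not tested.

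Several hypotheses on gene span and Cdk12 were tested. The fall of double-strand break repair genes (median −0.58) lay at the 2.02 percentile of 10000 lists matched on span and mean (central range −0.56 to 0.11), so span alone may not account for it, by a narrow margin. Among the 43 direct targets, change after BSJ-4-116 and span had a Spearman rho of −0.258 (permutation p = 0.0933) and a Pearson r of −0.146 (permutation p = 0.349), and r was −0.0829 without the 2 genes farthest from the median span. That leaves open whether span divides the targets that rose from those that fell. If lower Cdk12 after dTAG13 gave a weak form of the BSJ-4-116 response, genes lower after BSJ-4-116 would be lower at 24 h of dTAG13. Their median lay −0.0436 from that of uncalled genes, but the same DMSO libraries served to choose and to measure these genes, which alone can give a value below 0. Chosen with 2 DMSO libraries and measured against the other 2, they gave a mean of −0.0245 over 6 divisions (−0.0384 to −0.00838), with single 24 h libraries from −0.0628 to −0.00148, so a small effect cannot be told apart from none.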
